A study of Mus musculus with 13 samples. Its data were reported in "Mitochondrial complex I activity in microglia sustains neuroinflammation" (2024).

How the data were processed

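Single-cell RNA was measured in 13 libraries of sorted mouse spinal cord cells, of which 8 held resident cells with both reporter colours (3 control, 2 peak EAE, 3 chronic EAE) and 5 held infiltrating cells with the yellow reporter alone (2 peak, 3 chronic). According to the submitters' processing notes and the methods of the paper, reads of 10x Genomics 3′ libraries were counted with Cell Ranger 7.1.0 on the mouse genome GRCm38, introns included, and handled in Seurat 4.3.0.1. The labels and the paper name different versions of the library chemistry. The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and cell, with no normalization. A second deposited table, whose units are other than a measurement, gives the library name, the cluster number and the batch number of each cell. The authors made the clusters with log-normalization, 5000 variable features, 50 principal components, Harmony on the flow cell batch (theta 2) and Louvain clustering at resolution 0.3. The stated filter kept cells with more than 400 and fewer than 8000 genes, more than 800 and fewer than 35000 UMIs, a ribosomal share of 3% to 30% and a mitochondrial share under 5%. All 29310 cells in the table met it, and none was removed. The table has 55421 genes, of which 31636 had a count. Its column names give no library name for the cells of peak resident 2, which were placed through the second table. It holds more cells than the study states for its projection, and the cells left out there are not named.

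Depth ranged from 4809226 to 31574028 UMIs per library and from 2373.5 to 14805 median UMIs per cell. Control 1, 2 and 3 had 12357330, 11423908 and 10191975 UMIs, peak resident 1 and 2 had 10649443 and 12073645, and chronic resident 1, 2 and 3 had 30131282, 12998592 and 13073105. Peak infiltrating 1 and 2 had 31574028 and 8230005 UMIs, and chronic infiltrating 1, 2 and 3 had 4809226, 8200913 and 18545196. Groups and replicate numbers came from the labels alone. The deposited library names also tie controls 1 and 2 to the peak and control 3 to the chronic stage, and the 3 were pooled for both stages. The labels call the libraries of a group biological replicates but do not say that they came from separate animals, so the p-values measure the spread between libraries, which may be technical in part.

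Counts were summed per library over the cells compared, which makes the library and not the cell the replicate. Microglia were the resident-library cells of deposited clusters 0, 1, 3, 4, 5, 7, 8 and 10, which the paper calls microglial. All of these but clusters 0 and 1 were taken as disease-associated microglia (DAM). One model covered the 8 resident libraries, and another all cells of the 13 libraries. Separate models covered the cells of cluster 4 in the 5 resident EAE libraries, and cluster 4 beside the other DAM clusters of each of these libraries with the library as a block. Sums needed at least 10 cells, and cluster 4 in control, where too few libraries met this, was left out. Genes were kept by filterByExpr, normalized by TMM, and tested with the quasi-likelihood F-test of edgeR 4.0.16 (robust), with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. Levels are TMM-normalized library-scaled counts (CPM), and within-batch folds are differences of log2 CPM. Where a group had 1 to 3 counts of a named gene, the ratio of pooled CPM is given with a 95% counting interval, and where it had 0 the floor is 3 counts over the group. Cell numbers per cluster were tested in edgeR with the library total as offset, and shares per library by exact two-sided permutation tests.

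The tests, the samples in each, the gene lists and the rule for naming genes were fixed before the data were examined. The 33 lists were complex I (nuclear-encoded and mitochondrially encoded), complexes II, III, IV and V, glycolysis, the tricarboxylic acid cycle, homeostatic and disease-associated microglia, interferon response, MHC class I and II, cytokines and chemokines, antioxidant and NADPH oxidase, inflammasome, mitophagy, cholesterol synthesis, cholesterol storage and export, lysosome, complement, proliferation, immediate early and heat shock (handling), and markers of monocytes, macrophages, CNS-associated macrophages, dendritic cells, neutrophils, T and NK cells, B cells, oligodendrocytes, of astrocytes, neurons and endothelium, and of red blood cells. Lists with at least 3 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over lists within a comparison, and again with an estimated correlation and with fry. The named genes are, first, the genes that the paper's text names, then up to 3 members per list with the smallest adjusted p, and then the 6 genes up and 6 down with the largest fold in each comparison among those with an adjusted p under 0.05, a mean log2 CPM of at least 5 and no overlap between groups, leaving out predicted genes, clones and ribosomal proteins. Coordinates are on GRCm38, from a GENCODE annotation in which 53462 of the 55421 gene symbols matched 1 gene.

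Alternatives were DESeq2 1.42.0, RLE factors, no count filter, the flow cell batch as a term, the replicate number as a block, only the libraries compared, cells thinned to 1500 UMIs (732 shallower cells left out), mitochondrial genes left out, doublets removed, other choices of cells, and each library left out in turn. The main tests kept all cells, doublets included. Scrublet, run per library through scanpy 1.11.5, set thresholds that called 0% to 95.8% of a library's cells, so the 6% of cells with the highest score in each library (1758 cells) were removed in that alternative. Leaving out the cells of cluster 4, restricting the infiltrating libraries to cluster 2 and crossing the peak replicate numbers were added after seeing the data.

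The gene tests were tested on simulated data with 100 genes changed by each fold. In microglia at the peak against control, 28% of genes changed 2-fold and 94% of those changed 4-fold were called, with 3 false calls. In chronic EAE against control this was 38% and 98% with 7 false calls, in cluster 4 between stages 25% and 91% with 13, and in cluster 4 against other DAM clusters 90% and 100% with 6. Between the sorts it was 1% and 50% with 1 false call at the peak, and 11% and 76% with 5 in chronic EAE. Of 20 unchanged lists of independent genes 0 were called in each, which does not cover correlated lists. Tables were handled in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and models in R 4.3.3. Raw reads, RNA velocity and subclusters of cluster 4 were not analysed here.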

Results

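The data were single-cell RNA counts from 13 libraries of mouse spinal cord cells. The mice carried an inducible Cre recombinase at the Cx3cr1 locus, which is active in microglia and other myeloid cells, with a yellow fluorescent protein, and a red reporter that Cre switches on for good. Long after induction, sorted cells with both colours are resident cells, mainly microglia. The study describes cells with the yellow protein alone as predominantly infiltrating myeloid cells, which blood precursors replace. In chronic infiltrating 3, however, 82.9% of the cells lay in microglial clusters. The disease was experimental autoimmune encephalomyelitis (EAE), a model of multiple sclerosis in which immunization with a myelin peptide leads to paralysis. Of the 13 libraries, 3 held resident cells of healthy controls, 2 resident cells at the peak of EAE, 3 resident cells of chronic EAE, 2 infiltrating cells at the peak and 3 infiltrating cells of chronic EAE. The count table held 29310 cells, more than the study states for its projection, and 55421 genes, of which 31636 had at least 1 count. Cells of peak resident 2, unnamed in its column names, were placed through the deposited library names. Total unique molecular identifiers (UMIs) per library ranged from 4809226 to 31574028, cells per library from 604 to 5726, and median UMIs per cell from 2373.5 in control 3 to 14805 in peak resident 1.

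Controls contributed 7834 cells, the peak 5300 and the chronic stage 16176, and all 29310 met the filter that the study states. The libraries came from 4 flow cell batches. Batch 10 held control 2, both peak resident libraries and peak infiltrating 2. Batch 12 held control 3, chronic resident 1 and chronic infiltrating 1, batch 3 held the other 4 chronic libraries, and batch 1 held control 1 and peak infiltrating 1. No batch held cells of both EAE stages, so a batch term compares the stages only through the controls. In microglia it leaves the change at the peak to peak resident 1 and 2 against control 2 alone, and the chronic change to chronic resident 1 against control 3 alone, 1 library in each arm. The labels give a control no stage, so the 3 were pooled here for both stages. Median ribosomal shares of UMIs per library were 5.45% to 6.26% in controls, 9.26% to 13.8% in the peak resident libraries and 9.56% to 11.8% in the chronic resident libraries. Values below are means ± SD of library-scaled counts (CPM) over libraries, or log2 fold changes ± SE from edgeR on library sums, and p-values are adjusted by the Benjamini-Hochberg method.

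The first question was how the deposited clusters were distributed over the stages. Clusters 0 and 1, which the study likens to homeostatic microglia and which are called homeostatic here, held 90.6% ± 4.38 of the cells in the 3 control libraries. They held 2.00% ± 1.59 in the 2 peak and 37.6% ± 6.40 in the 3 chronic resident libraries. The 6 clusters of disease-associated microglia (DAM) held 8.53% ± 4.08, 95.9% ± 1.78 and 56.1% ± 7.76. Cluster 4 made up 6.14% ± 5.53, 23.1% ± 10.4 and 32.3% ± 8.59 of the DAM cells in the same libraries. The groups did not overlap in these shares except for cluster 4 between the peak and chronic stages. Exact two-sided permutation tests gave 0.2 for each peak share against control and 0.1 for each chronic share. These are the smallest p that the form of the test used here can give at these library numbers (0.2 and 0.1). Between the stages the exact tests gave p = 0.2 for the homeostatic and DAM shares and 0.4 for cluster 4. Among all cells of the resident libraries, cluster 4 made up 22.3% ± 10.3 at the peak and 18.4% ± 6.58 in chronic EAE. That is the opposite direction to its share of DAM cells, and edgeR did not call it (log2 change -0.278, adjusted p = 0.781). Over all cells of a stage, both sorts pooled, clusters 0 and 1 held 91.2%, 0.623% and 36.1%, DAM clusters 7.98%, 45.5% and 48.0%, and cluster 4 was 5.44%, 23.2% and 28.9% of DAM cells. Clusters were built on the same expression values, so these shares restate differences in expression.

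**Figure D1:**
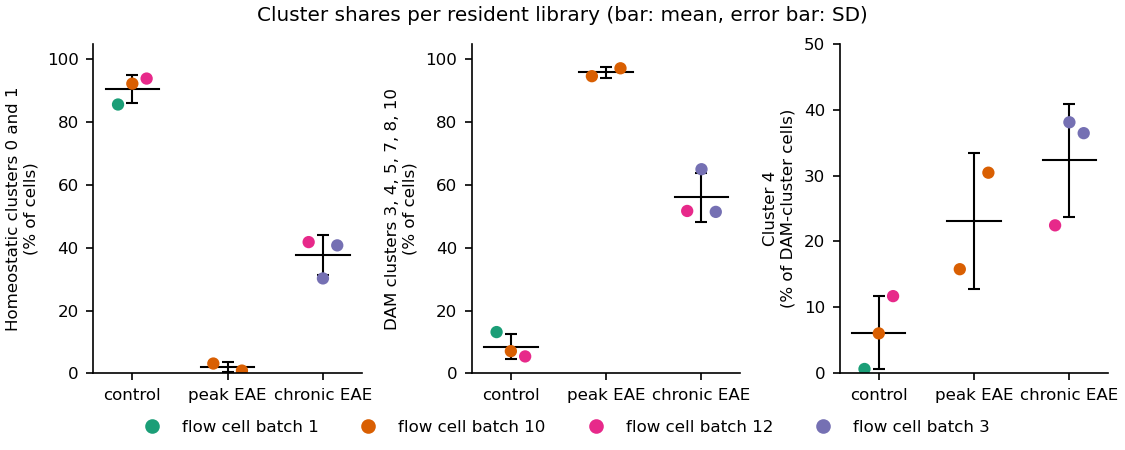
Share of cells (%) in the homeostatic clusters, in the DAM clusters and of cluster 4 among DAM cells for each of the 8 resident libraries, coloured by flow cell batch, with the group mean (bar) and SD (error bar). The homeostatic share averages 90.6% in controls, 2.00% at the peak and 37.6% in chronic EAE.

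A test per cluster of cell numbers by edgeR called 7 clusters larger and 2 smaller at the peak than in control. In chronic EAE it called 5 larger and 0 smaller than in control, and between the stages 1 larger and 1 smaller. Cluster 0 rose by 7.93 on the log2 scale from the peak to the chronic stage and cluster 8 fell by 2.74 (edgeR adjusted p = 0.0193 for both). Cluster 0 had 1 cell in peak resident 1 and 0 in peak resident 2, so the size of its fold is poorly bounded. Its share was 0.664%, 18.4% and 26.5% in chronic resident 1, 2 and 3. Between the stages 0 clusters passed without control 2, peak resident 1, peak resident 2 or chronic resident 2, and 1 without chronic resident 1. The highest count there was 3, without control 3. At the peak against control 5 passed without peak resident 1, and 7 to 10 without any other library. In chronic EAE against control 5 to 7 passed. With normalization factors over clusters, 0 clusters were larger and 4 smaller at the peak, so the number of clusters called larger depends on the scaling.

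What the peak of EAE changes in microglia was asked by comparing the 2 peak resident libraries with the 3 controls, over the cells of the microglial clusters. Apoe, the lipid carrier that marks disease-associated microglia (chromosome 7, 19696109 to 19699188, GRCm38), rose from 897 ± 187 to 8162 ± 2719 CPM, a change of 3.19 ± 0.36 (edgeR adjusted p = 0.000203). Cxcl9, a chemokine that attracts T cells, went from 0.586 ± 0.446 to 365 ± 52.7 CPM (9.31 ± 0.57) and the GTPase gene Iigp1 from 1.98 ± 1.76 to 1183 ± 93.3 CPM (9.18 ± 0.85). The homeostatic gene P2ry12, a purine receptor of surveying microglia, fell from 2483 ± 621 to 482 ± 10.6 CPM (-2.37 ± 0.34, edgeR adjusted p = 0.000754), and Siglech fell by 1.59 ± 0.45. Acod1, which makes itaconate in activated myeloid cells, had 2 UMIs in the controls and 2607 at the peak, a ratio of pooled CPM of 1964 (95% counting interval 543 to 16223).

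Among other genes that the study names, Cst7 rose by 4.65, Cd63 by 1.59 and Irgm1, which regulates autophagy, by 2.88. Cybb, the catalytic subunit of the phagocyte NADPH oxidase, rose by 4.86 ± 0.30, and the antioxidant genes Txn1 and Sod1 by 3.17 and 1.29. Aldoa, a glycolytic enzyme, rose by 1.19 ± 0.39. Spp1 reached 144 ± 75.0 CPM from 61.9 ± 37.7 and was not called (1.22 ± 0.54, edgeR adjusted p = 0.115). The study reports these genes from these libraries, so they are not independent evidence. The other largest rises were in H2-Eb1 (8.50) and Ciita (8.42), of MHC class II presentation, and Itgal (8.24), an integrin subunit. The largest falls were in Fcrls (-5.12 ± 0.52), Sox4 (-5.01), Hpgd (-4.65) and Il7r (-4.64). Fcrls, an Fc receptor-like gene of homeostatic microglia, went from 808 ± 217 to 23.2 ± 9.75 CPM.

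The study concerns mitochondrial complex I, the first enzyme of the respiratory chain. Of its 7 mitochondrially encoded genes, 6 rose at the peak (list median 1.05, camera adjusted p = 0.000628, but 0.425 with an estimated correlation), among them mt-Nd1 by 1.05 ± 0.28, mt-Nd4 by 1.31 ± 0.24 and mt-Nd6 by 1.85. The median of the 37 nuclear-encoded genes was 0.37 (camera adjusted p = 0.0426, but 0.714 with an estimated correlation), and 0.11 and not called without the cells of cluster 4, an alternative chosen after seeing the data. It had 3 genes called over all genes and 0 adjusted over the list alone. Ndufa1 (1.11 ± 0.37) and Ndufs6 (1.09 ± 0.26) were 2 of the 3. Mitochondrially encoded mRNAs made up 0.326% ± 0.0238 of microglial UMIs in controls and 0.624% ± 0.0252 at the peak. Over all cells of a library, 0.0485% to 0.642% had a mitochondrial share over 3% in controls, and 6.11% and 9.31% at the peak, a sign of cell quality that moves with this rise. The nuclear-encoded median was 0.17 without control 2 and -0.17 without peak resident 2, and the list was called in neither. Complex IV (median 0.95) and complex V (0.63) also rose, with mt-Co1 up by 1.66. Both lost the call without peak resident 2 (0.43 and 0.28), and neither was called with an estimated correlation. Complexes II (0.46) and III (0.45) and the tricarboxylic acid cycle (0.05) were not called. Glycolysis had a median of 0.99 with 10 of 17 genes up and 1 down, and Pfkp rose by 4.76.

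Of the 31 lists tested, 15 rose and 3 fell by camera with its preset correlation. With an estimated correlation none was called, and the smallest adjusted p was 0.388. The disease-associated list had a median of 1.58 (12 of 22 genes up, 1 down) and the homeostatic list -1.48 (13 of 19 genes down, 16 adjusted over the list alone). Interferon response (2.75, Gbp2 up by 6.53), MHC class I (2.45, H2-K1 up by 3.13), MHC class II (6.97) and cytokines and chemokines (2.32) rose. So did cholesterol storage and export (1.03, Cd36 up by 7.97), the antioxidant list (0.83), proliferation (1.88, Mki67 up by 2.97) and the handling genes of the immediate early and heat shock responses (1.07, 8 of 16 genes). Macrophage markers rose (2.68), except that the call was lost without control 2 (2.83) or peak resident 2 (2.66). Cholesterol synthesis fell (-0.60, Cyp51 by 1.47), as did astrocyte, neuron and endothelial markers (-2.11), a call lost without peak resident 2 (-2.10). Lysosome (0.34), complement (0.48), inflammasome (0.11), mitophagy (-0.03, mean 0.08) and the markers of oligodendrocytes (-1.89), monocytes (0.94), dendritic cells (0.82), neutrophils (0.49), CNS-associated macrophages (-2.18) and T and NK cells (3.12, or 0.14 with genes at 0 set to their bound) were not called. Gbp and H2 genes have close paralogs, and reads shared between these were not resolved.

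In all, 2108 of 15228 genes rose and 1965 fell (4073 called by edgeR, 4465 by DESeq2, 5993 at an unadjusted p under 0.05). Within batch 10, which held control 2 and both peak libraries, Apoe changed by 3.39, P2ry12 by -1.88 and the nuclear-encoded complex I median by 0.73. With batch as a term, 2667 genes passed and that median was 0.82, and of the named genes called only mt-Nd1 (1.08) was not called. Complex III (1.00), lysosome (0.81) and complement (0.82) were then called as well, and the handling genes (0.98) and the astrocyte, neuron and endothelial markers (-2.07) were not. The count was 2597 without control 1, 2168 without peak resident 1 and 2233 without peak resident 2. Of the 32 named genes called, 26 were also called without peak resident 2, 29 without control 1, control 3 or peak resident 1, and 30 without control 2.

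The second question was which of these changes microglia carry in chronic EAE, with 3 chronic resident libraries against the 3 controls. Apoe reached 27353 ± 1529 CPM (4.93 ± 0.38, edgeR adjusted p = 2.8e-05) and Spp1, the gene of osteopontin (chromosome 5, 104435118 to 104441050), rose from 61.9 ± 37.7 to 4566 ± 1459 CPM (6.21 ± 0.61, edgeR adjusted p = 0.000130). Gpnmb, a lysosomal glycoprotein (chromosome 6, 49036546 to 49070929), went from 0.573 ± 0.169 to 428 ± 259 CPM (9.55 ± 0.94). Colec12, a scavenger receptor, rose by 8.89 ± 0.62, the heparanase gene Hpse by 8.13 ± 0.47 and the apolipoprotein gene Apoc1 by 7.91 ± 0.40. P2ry12 fell from 2483 ± 621 to 907 ± 185 CPM (-1.45 ± 0.28), and Siglech and Cx3cr1 fell by 1.95 and 1.11.

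Among further genes that the study names, Cst7 rose by 5.95, Cd63 by 2.75, Timp2 by 2.39, Irgm1 by 1.85 and Hif1a, a regulator of glycolysis, by 1.44. Cybb rose by 3.77 and Txn1 by 1.51, and Ddx3x fell by 0.58. Acod1 had 964 UMIs against 2 in controls (ratio 322, 95% counting interval 89.0 to 2664). Gapdh (2.38), Aldoa (2.42) and Cox4i1 (1.46) rose. Outside the study's genes, the MHC class II gene H2-Aa rose by 7.68 ± 1.09. The largest falls were in Bank1 (-3.97 ± 0.44), Il7r (-3.22), Hpgd (-2.81) and Csmd3 (-2.71), where Bank1, a signalling adaptor, went from 95.6 ± 17.7 to 5.86 ± 3.24 CPM.

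Of the 37 nuclear-encoded complex I genes, 20 rose in chronic EAE and none fell (24 rose adjusted over the list alone), with a median of 0.92 (camera adjusted p = 2.19e-10, but 0.374 with an estimated correlation). Ndufa1 (chromosome X, 37187588 to 37191163) rose from 60.7 ± 18.9 to 291 ± 106 CPM (2.26 ± 0.35, edgeR adjusted p = 0.00145) and Ndufc1 by 1.94 ± 0.36, whereas Ndufs4 did not change detectably (0.06 ± 0.18, 90.0 ± 10.5 and 94.0 ± 4.54 CPM). Of the 7 mitochondrially encoded genes 1 passed, mt-Nd4l (1.84 ± 0.33). Their median was 0.59 (camera adjusted p = 0.0182, but 0.374 with an estimated correlation), which was not called without chronic resident 1 (0.46) or without the cells of cluster 4 (0.42), and mt-Nd1 was not called (0.69 ± 0.25). Mitochondrially encoded mRNAs made up 0.434% ± 0.0769 of microglial UMIs. Complex III (1.07, Uqcrh up by 1.40 and mt-Cytb by 1.02), complex IV (1.36, 12 of 14 genes) and complex V (1.06, 11 of 19) rose, and complex II (0.24) and the tricarboxylic acid cycle (0.13) were not called. Glycolysis rose with a median of 1.63 (13 of 17 genes). None of these lists was called with an estimated correlation.

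Control 3 and chronic resident 1 shared batch 12, and within it the nuclear-encoded complex I median was 0.26, against 0.92 over all libraries. This is 1 library against 1. The batch term gives this same pair (0.26), with 0 of the 37 genes called (Ndufa1, edgeR adjusted p = 0.109) and a camera adjusted p of 0.00978 for the list, so neither the lost gene calls nor the kept list call speaks for the other libraries. Complex IV (0.80) and glycolysis (0.93) were likewise lower there. Within batch 12 the mitochondrially encoded median was 1.20, above its pooled 0.59. Per library, the nuclear-encoded median stood 0.57, 1.10 and 1.15 above the control mean in chronic resident 1, 2 and 3, and at 0.19, -0.41 and 0.17 in the controls. Without the cells of cluster 4 the nuclear-encoded median was 0.74, with 11 genes called.

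**Figure D2:**
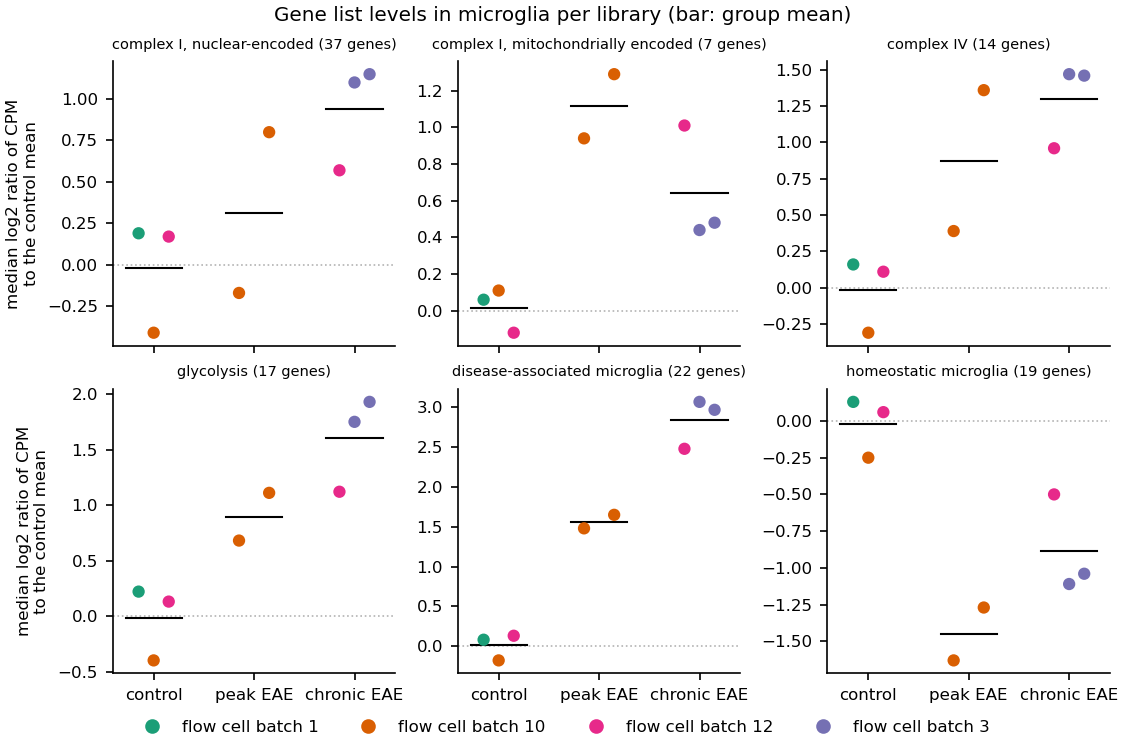
Median log2 ratio of CPM to the control mean for 6 gene lists in the microglia of each of the 8 resident libraries, coloured by flow cell batch, with group means (bars). For nuclear-encoded complex I the chronic libraries lie at 0.57, 1.10 and 1.15 and the peak libraries at -0.17 and 0.80.

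By camera with its preset correlation 18 of 31 lists rose and 2 fell. With an estimated correlation none was called, and the smallest adjusted p was 0.149, for the disease-associated and the cholesterol storage and export lists. The disease-associated list (2.72, 20 of 22 genes, Lgals3 up by 4.91), interferon response (2.24, Gbp2 up by 4.08), MHC class I (1.77) and class II (5.48, H2-Ab1 up by 5.48) and cytokines and chemokines (2.53) rose. Cholesterol storage and export (Abcg1 up by 2.64), antioxidant genes (0.76), lysosome (1.10), complement (1.24) and macrophage markers (4.46) rose as well. Proliferation rose by a median of 0.99 (Cdk1 by 2.07), but was not called without chronic resident 2 (0.64). T and NK cell markers rose (4 of 5 tested genes, median 7.16, or 4.02 with genes at 0 set to their bound). Trbc2, a T cell receptor gene, had 184 UMIs against 1 (ratio 123, 95% counting interval 21.8 to 4885). That call was lost without control 2 (6.80) or control 3 (7.20), and fewer than 3 of the genes could be tested without chronic resident 2 or 3. The homeostatic list fell (-0.95, 9 of 19 genes) and cholesterol synthesis fell (-0.35), the latter not without chronic resident 1 (-0.48) or control 1 (-0.28). Inflammasome (-0.32), mitophagy (0.10), handling genes (0.19) and the markers of monocytes (-1.21, with a positive camera direction), CNS-associated macrophages (-1.05), dendritic cells (0.47), neutrophils (0.01), oligodendrocytes (0.34), and astrocytes, neurons and endothelium (0.59) were not called.

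In all, 1664 of 15228 genes rose and 1038 fell (2702 called by edgeR, 3349 by DESeq2, 4989 at an unadjusted p under 0.05). With batch as a term, which leaves chronic resident 1 against control 3, 363 genes passed. Of the named genes, Apoe (5.14), Spp1 (4.95), Cst7, Cybb, Gpnmb (7.39), Colec12, Hpse, Apoc1, H2-Aa, H2-Ab1, Lgals3, Abcg1, mt-Nd4l and Hpgd (-2.71) were called with the batch term. Gapdh (1.02), Aldoa (1.22), Cox4i1 (0.69), Siglech (-0.96), Cx3cr1 (-0.36), Timp2 (1.08), P2ry12 (-1.44), Cd63 (1.86), Hif1a (1.10), Irgm1 (0.84), Txn1 (0.80) and Ddx3x (-0.43) were not. Nor were Acod1, Ndufa1, Ndufc1 (0.96), Uqcrh (0.86), mt-Cytb (0.80), Gbp2 (2.06), Cdk1 (0.98), Trbc2, Bank1 (-3.05), Il7r (-2.53) and Csmd3 (-1.88). The count was 4238 without chronic resident 1, 1305 without chronic resident 2, 1262 without chronic resident 3 and 1758 without control 1. Complex III (0.36), antioxidant genes (0.11), cholesterol synthesis (-0.22), complement (0.29), proliferation (0.24) and T and NK cell markers (4.14) were not called with the batch term. Of the 37 named genes called, 32 were also called without chronic resident 3, 33 without chronic resident 2, 34 without control 1 or 2, and 35 without control 3, peak resident 1 or peak resident 2.

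The third comparison, chronic resident against peak resident microglia, asked what separates the stages. Igf1, a growth factor gene (chromosome 10, 87858265 to 87937042), rose from 2.28 ± 2.34 CPM in the 2 peak libraries to 145 ± 60.0 CPM in the 3 chronic ones (5.97 ± 0.66, edgeR adjusted p = 0.00135). Spp1 rose by 4.99 ± 0.69, Apoe by 1.74 ± 0.38 and Timp2 by 2.10. Fcrls returned from 23.2 ± 9.75 to 1038 ± 480.4 CPM (5.48 ± 0.53), and Apoc4 (5.11), Fabp5 (4.66), a fatty acid carrier, and Gpnmb (4.40) rose. Ciita fell from 139.8 ± 24.9 to 11.0 ± 5.74 CPM (-3.70 ± 0.42) and Gbp4 by 3.46. Rbfox1 fell by 3.13 ± 0.25 and Itgal by 3.10. Cybb (-1.09), Txn1 (-1.66) and Sod1 (-1.04) fell as well. Every difference of this comparison is also a difference between batches, since no batch held microglia of both stages.

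The nuclear-encoded complex I median was 0.60 (camera adjusted p = 0.000413, but 0.772 with an estimated correlation), with 2 genes called over all genes, Ndufb4 (1.90 ± 0.45) and Ndufa3 (1.72 ± 0.49), and 0 adjusted over the list alone. The mitochondrially encoded median was -0.77, not called, with mt-Nd4 (-0.77 ± 0.24) and mt-Nd6 (-1.49 ± 0.43) down, and the list was called without chronic resident 1 (-0.85). The nuclear-encoded median was 0.15 and not called without peak resident 1, and 1.10 without peak resident 2. With batch as a term it was -0.40 with a camera adjusted p of 0.0320, and the mitochondrially encoded one was -0.16. That fit rests on single control libraries, since it sets chronic resident 1 less control 3 against the peak libraries less control 2, and these controls stood at 0.17 and -0.41 in the nuclear-encoded list, so its reversal decides no direction. Complex III had a median of 0.61 (camera adjusted p = 0.0489), which was not called with an estimated correlation. It was also not called without chronic resident 2 (0.39), chronic resident 3 (0.48), control 3 (0.61) or peak resident 1 (0.22), and reversed with the batch term (-0.42). Complexes II (-0.19), IV (0.51) and V (0.49), glycolysis (0.68, with Pfkp down by 1.86 and Hk3 by 1.53) and the tricarboxylic acid cycle (0.18) were not called.

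Of 31 lists, 4 rose and 4 fell by camera, none with an estimated correlation (smallest adjusted p 0.582). The disease-associated list rose (1.48, 13 of 22 genes). The homeostatic list rose (0.46, 5 of 19 genes, Serpine2 up by 2.31), but not without chronic resident 1 (0.50). Interferon response (-0.58, Stat2 down by 1.56), MHC class I (-0.77, Tap1 down by 1.07) and proliferation (-0.65, Mki67 down by 2.25 and Hmgb2 by 1.64) fell. These 3 lost their calls without chronic resident 1 (-0.28, -0.59 and -0.32) or peak resident 2 (-0.42, -0.39 and -0.25). Inflammasome fell (-0.45, Casp4 by 1.19), but not without peak resident 2 (-0.61). The handling genes had a median of -0.70 (6 of 16 down, 1 up; Zfp36 down by 1.67) and were not called. MHC class II (-0.47), antioxidant (0.13, mean -0.02), cytokines and chemokines (0.21, mean -0.20), mitophagy (0.12), cholesterol synthesis (0.31), cholesterol storage and export (0.53), lysosome (0.07) and complement (0.28) were not called either. Nor were the markers of T and NK cells (3.8), oligodendrocytes (2.77), macrophages (1.77), and astrocytes, neurons and endothelium (1.74). The same held for CNS-associated macrophages (1.14), monocytes (-1.27), dendritic cells (-0.35) and neutrophils (-0.05). With batch as a term, nuclear-encoded complex I (-0.40), glycolysis (-0.43), the tricarboxylic acid cycle (-0.38), cytokines and chemokines (-0.32), antioxidant genes (-0.86) and MHC class II (-3.58) were called down, and astrocyte, neuron and endothelial markers (2.38) up, in a fit that rests on the same single control libraries. Among the markers, Ptgds rose by 5.84 and Snap25 by 4.07.

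In all, 1393 of 15228 genes rose and 1269 fell (2662 called by edgeR, 3619 by DESeq2, 5763 at an unadjusted p under 0.05), and 19 passed with batch as a term. Of the named genes called, only Rbfox1 and Mki67 were called with that term. Without a call, the change stayed near its size in Apoe (1.71), Sod1 (-1.02), Ptgds (5.58), Hk3 (-1.45), Stat2 (-1.38) and Hmgb2 (-1.55) and was larger in Apoc4 (7.05), Ciita (-5.77), Gbp4 (-4.24), Txn1 (-2.65) and Tap1 (-1.54). It was smaller in Igf1 (4.22), Fcrls (4.31), Spp1 (3.79), Itgal (-2.64), Snap25 (2.67), Fabp5 (2.16), Gpnmb (2.08), Serpine2 (1.53), Ndufb4 (1.38), Pfkp (-1.16), Zfp36 (-0.73), Cybb (-0.65), Ndufa3 (0.41), mt-Nd4 (-0.39), Casp4 (-0.38), Timp2 (0.37) and mt-Nd6 (-0.16). The count was 290 without peak resident 1, 807 without peak resident 2, 867 without chronic resident 3, 1572 without chronic resident 2 and 4044 without control 2. Over all libraries it was lower with thinned cells or a replicate block and higher without the count filter. Of the 30 named genes called, 15 were also called without peak resident 1, 21 without peak resident 2, 23 without chronic resident 3, 27 without chronic resident 2, 28 without control 1, and 29 without chronic resident 1 or control 3.

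The study singles out cluster 4 of the DAM cells. Its cells were compared between the chronic and peak resident libraries. Igf1 rose from 5.77 ± 7.35 to 208 ± 33.1 CPM (5.91 ± 0.65, edgeR adjusted p = 0.00164; 2 peak and 3 chronic libraries), Fcrls by 5.26, Colec12 by 5.15, Apoc4 by 5.13 ± 0.38 and the chemokine gene Cxcl14 by 4.72. Pianp had 347 UMIs in chronic and 2 in peak cells (ratio 61.7, 95% counting interval 17.0 to 512). Apoe (1.33), Cst7 (1.16), Timp2 (1.62) and Hif1a (1.31) rose, and Spp1, at 312 ± 352 CPM at the peak and 9737 ± 2578 in chronic EAE, was not called (edgeR adjusted p = 0.0669). Cxcl9 fell from 1032 ± 57.6 to 136 ± 12.2 CPM (-2.92 ± 0.21), Ly6a by 4.14, Filip1l by 4.44 and Cmss1 by 4.43. Cmss1 and Filip1l are neighbours that overlap on the annotation. Txn1 (-2.06 ± 0.20) and Sod1 (-1.35) fell.

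Nuclear-encoded complex I genes showed no common direction between the stages in cluster 4. Of the 37 nuclear-encoded genes 2 rose and 2 fell, with a median of 0.14 (camera adjusted p = 0.488). Ndufa3 rose by 1.26 ± 0.26, Ndufs4 fell by 0.81 ± 0.21 and Ndufa9 by 0.93 ± 0.25. The mitochondrially encoded median was -0.64 (camera adjusted p = 0.0165, but 0.642 with an estimated correlation), with 0 of 7 genes called. Of 26 lists, 3 rose and 6 fell by camera, none with an estimated correlation (smallest adjusted p 0.506). The disease-associated list (1.28, 14 of 22 genes, Ccl6 up by 4.06), glycolysis (0.51) and mitophagy (0.66) rose. Glycolysis was not called without chronic resident 2 (0.52) or 3 (0.38), nor mitophagy without chronic resident 1 (0.59) or peak resident 2 (0.81). Interferon response (-1.02), MHC class II (-1.02, Ciita down by 3.76), MHC class I (-1.35, Tap1 down by 1.65), inflammasome (-0.68, Pycard down by 1.20) and proliferation (-0.57, Hmgb2 down by 2.50) fell. Proliferation was not called without chronic resident 1 (-0.30) or peak resident 2 (-0.29), nor the mitochondrially encoded list without chronic resident 2 (-0.45). In all, 329 of 8098 genes rose and 348 fell (677 called by edgeR, 488 by DESeq2, 1994 at an unadjusted p under 0.05). The count was 1612 without chronic resident 1, 336 without chronic resident 3, 169 without peak resident 1 and 57 without peak resident 2, and 24, 19, 16 and 12 of the 24 named genes called were called in these fits. Without chronic resident 2, 21 were. No batch held both stages. Controls 1, 2 and 3 had 2, 6 and 26 cells of cluster 4, so with 1 control library over the minimum of 10 the control was not compared.

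Cluster 4 was compared with the other DAM clusters of the same 5 resident EAE libraries. Clusters were built on these values, so the p-values are no independent test. Only lists fixed in advance are given, and single genes only as members or named by the study. Nuclear-retained RNAs, tested only after the result was seen, are the exception. The nuclear-encoded complex I list had a median of 1.80 with 36 of 37 genes up (36 adjusted over the list alone, camera adjusted p = 4.19e-15), and all 7 mitochondrially encoded genes were up (median 1.57). Neither list was called with an estimated correlation (adjusted p = 0.381 for both). Of 10000 random lists matched to the nuclear-encoded one on gene span and expression, the median was 1.36 and the 95th percentile 1.56, so most of the 1.80 is shared with such genes. Ndufa1 was up by 2.07 ± 0.20, Ndufs6 by 1.93 ± 0.17, mt-Nd1 by 1.40 ± 0.21, mt-Nd4 by 1.28 and mt-Cytb by 1.57, and Ndufs4 by 0.70. Complex II (1.22, Sdhd up by 1.55), III (1.65), IV (1.87) and V (1.85) were higher, as were glycolysis (1.70, Gapdh up by 2.11 and Aldoa by 2.17) and the tricarboxylic acid cycle (0.82). The median of all 12497 genes was -0.27. Cells of cluster 4 had a median of 3098 UMIs and 1105 genes and a ribosomal share of 17.7%.

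Lists outside the respiratory chain were higher as well: disease-associated (1.59, Apoe up by 1.58 and Cst7 by 2.10), MHC class I (1.12) and class II (1.57), cytokines and chemokines (0.72), antioxidant (1.29, Txn1 up by 2.02), lysosome (1.18), complement (0.92) and macrophage markers (1.71). In all 16 of 30 lists were called up and 0 down by camera, none with an estimated correlation (smallest adjusted p 0.381) and 21 by fry in either direction. Homeostatic genes (0.55, with P2ry12 down by 0.86 and Cx3cr1 by 1.47), interferon response (0.45), inflammasome (-0.58, with Casp1 up by 1.21), mitophagy (0.46, mean -0.29, with Ambra1 down by 3.94 and Vps13d by 2.78), cholesterol synthesis (0.49), cholesterol storage and export (0.39), proliferation (0.04, mean -0.54), handling genes (-0.86) and the remaining marker lists were not called.

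**Figure D3:**
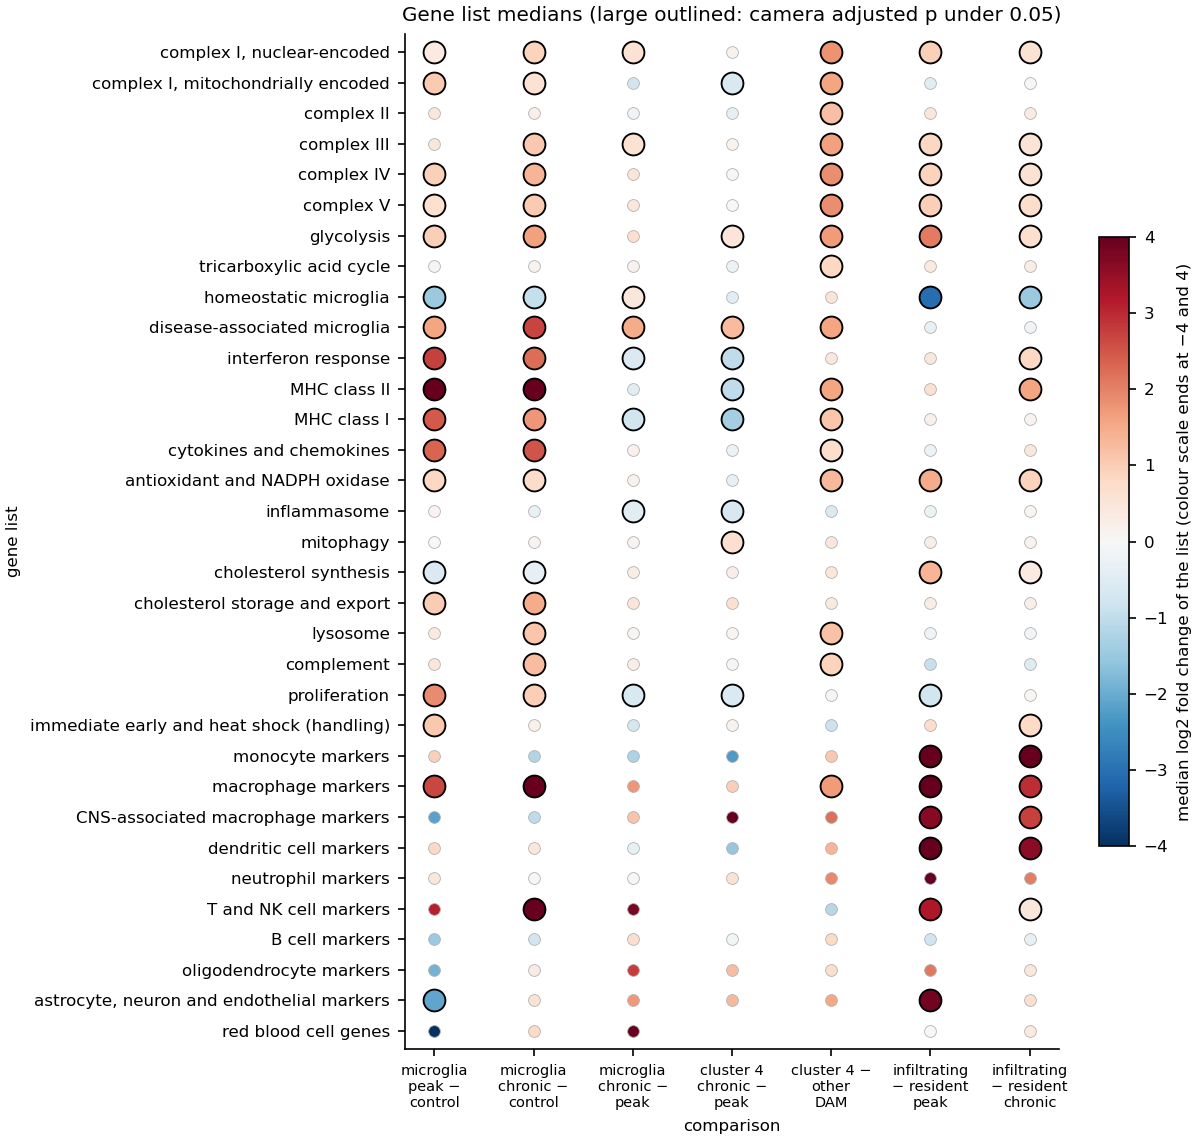
Median log2 fold change of 33 gene lists (vertical axis) in 7 comparisons (horizontal axis), with colour for the median and large outlined points for a camera adjusted p under the threshold with the preset correlation. The nuclear-encoded complex I list stands at 0.37, 0.92 and 0.60 in the 3 comparisons of microglia and at 1.80 between cluster 4 and the other DAM clusters.

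What separates infiltrating from resident cells was asked at each stage over all cells of the libraries. At the peak, Ccr2, the receptor that draws monocytes into tissue (chromosome 9, 124101950 to 124113557), stood at 423 ± 79.2 CPM in the 2 infiltrating and 3.65 ± 2.36 in the 2 resident libraries (6.85 ± 1.14, edgeR adjusted p = 0.00520). The microglial transcription factor gene Sall1 (chromosome 8, 89027235 to 89044162) stood at 0.621 ± 0.228 against 141 ± 17.7 CPM (-7.71 ± 1.63, edgeR adjusted p = 0.0109). Mmp12, a macrophage elastase, was higher by 8.88 ± 1.23, with Slpi (8.79), Hp (7.83), Clec4n (7.74) and F10 (7.68). Lower in infiltrating cells were Npnt (-8.74), Slco2b1 (-7.75) and Sall3. Slc2a5, a fructose transporter of microglia, had 2 UMIs in infiltrating and 683 in resident cells, a ratio of 598 (95% counting interval 165 to 4950).

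Among genes the study names, Spp1 (2.25), Hif1a (1.36), Cybb (1.81), Gsr (2.64) and Aldoa (2.11) were higher in infiltrating cells at the peak, and Cst7 (-4.37), Cd63 (-1.98), Timp2 (-2.59), P2ry12 (-3.04) and Siglech (-5.58) lower. Glycolysis had a median of 2.09 with 12 of 17 genes up (Slc2a1, the glucose transporter, by 2.04 and Hk1 by 2.09). Cholesterol synthesis was higher (1.37, 9 of 14 genes, Idi1 by 2.24), as was the antioxidant list (1.47). No list of this comparison was called with an estimated correlation. The nuclear-encoded complex I median was 0.97 with 2 of 37 genes called (0 adjusted over the list alone; camera adjusted p = 5.01e-05, but 0.605 with an estimated correlation), and the mitochondrially encoded one -0.44, not called. Complexes III (0.87), IV (0.93) and V (0.97) rose by camera with its preset correlation only, with 0 genes called. Complex II (0.48) and the tricarboxylic acid cycle (0.40) were not called. Without peak infiltrating 1 the nuclear-encoded list and complexes III, IV and V lost their calls (0.30, 0.28, 0.29 and 0.42), and III, IV and V did without peak resident 1 (0.54, 0.58 and 0.66). Within batch 10 the nuclear-encoded median was 0.40 and that of glycolysis 1.25.

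Of 33 lists, 13 were higher and 2 lower by camera at the peak, none with an estimated correlation (smallest adjusted p 0.187). Monocyte markers (6.27), macrophage markers (5.42, Ms4a7 by 5.24 ± 0.52), T and NK cell markers (3.22, Cd4 by 3.36), and astrocyte, neuron and endothelial markers (3.85, Snap25 by 4.13) were higher. Dendritic cell markers (4.43, Flt3 by 4.22) were higher except without peak resident 2 (3.85). CNS-associated macrophage markers (3.65, or 2.45 with genes at 0 set to their bound; Pf4 by 6.57) lost the call without peak infiltrating 2 (3.39), peak resident 1 (3.42), peak resident 2 (3.98) or chronic resident 1 (3.63). The homeostatic list was lower (-3.04). Proliferation was lower (-0.76), a call lost without peak infiltrating 2 (-0.86), peak resident 2 (-0.56), chronic infiltrating 2 (-0.70) or chronic infiltrating 3 (-0.76). Disease-associated (-0.33, mean 0.32), interferon (0.47), MHC class I (0.21) and class II (0.64), cytokines and chemokines (-0.21, mean 0.49), inflammasome (-0.20), mitophagy (0.25), cholesterol storage and export (0.27, mean -0.14), lysosome (-0.16), complement (-0.93), handling genes (0.73) and the markers of neutrophils (4.81), B cells (-0.80), oligodendrocytes (2.11) and red blood cells were not called.

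In all, 1738 of 16450 genes were higher and 1714 lower (3452 called by edgeR, 4288 by DESeq2, 6230 at an unadjusted p under 0.05). Within batch 10, which held peak infiltrating 2 and both peak resident libraries, Mmp12 differed by 7.04, Ms4a7 by 5.02, Ccr2 by 6.75 and Sall1 by -7.87. In all 803 genes passed with batch as a term. Mmp12, Ms4a7, Ccr2, Slpi, Hp, Clec4n, Slc2a1, Hk1, Idi1, Snap25, Cybb and Cd63 were called with it, and Sall1 (-7.67), Spp1 (2.68), Cst7 (-4.29), Timp2 (-2.71), P2ry12 (-3.38), Siglech (-6.33), Hif1a (1.31), Gsr (2.01), Aldoa (1.46), F10 (6.67), Npnt (-8.99), Slc2a5 (-8.84), Sall3 (-8.03), Slco2b1 (-7.70), Flt3 (3.74), Cd4 (3.60) and Pf4 (6.20) were not. The count was 632 without peak infiltrating 1, 805 without peak resident 1 and 1266 without peak resident 2, and 14, 16 and 16 of the 29 named genes called were called in these fits. Of the 29, 23 were called without peak infiltrating 2, 27 without chronic resident 2, chronic resident 3, control 2 or control 3, and 28 without control 1. With batch as a term complexes III (0.37) and IV (0.40) were not called, whereas lysosome (-0.73) was called lower and the handling genes (0.98) higher.

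In chronic EAE 3 infiltrating were compared with 3 resident libraries. Ccr2 stood at 144 ± 96.0 against 5.24 ± 2.30 CPM (4.79 ± 0.85, edgeR adjusted p = 0.0266), Plbd1 was higher by 5.08 ± 0.99, Gpr141 by 4.98, Klra2 by 4.67, Sirpb1c by 4.28 and Clec12a, a myeloid inhibitory receptor, by 4.12 ± 0.54. P2ry12 (-1.45 ± 0.71, edgeR adjusted p = 0.350) and Siglech (-1.85) were not called. Cybb (1.98 ± 0.33), Gsr (1.86), Pfkp (2.36), Ciita (2.53), Nr1h3 (3.53), Ms4a7 (2.54), H2-DMb2 (1.98) and Flt3 were higher. The libraries of the infiltrating sort differed in make-up, with 18.5%, 3.95% and 82.9% of cells in microglial clusters in chronic infiltrating 1, 2 and 3, against 92.2% to 95.3% in the chronic resident libraries.

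**Figure D4:**
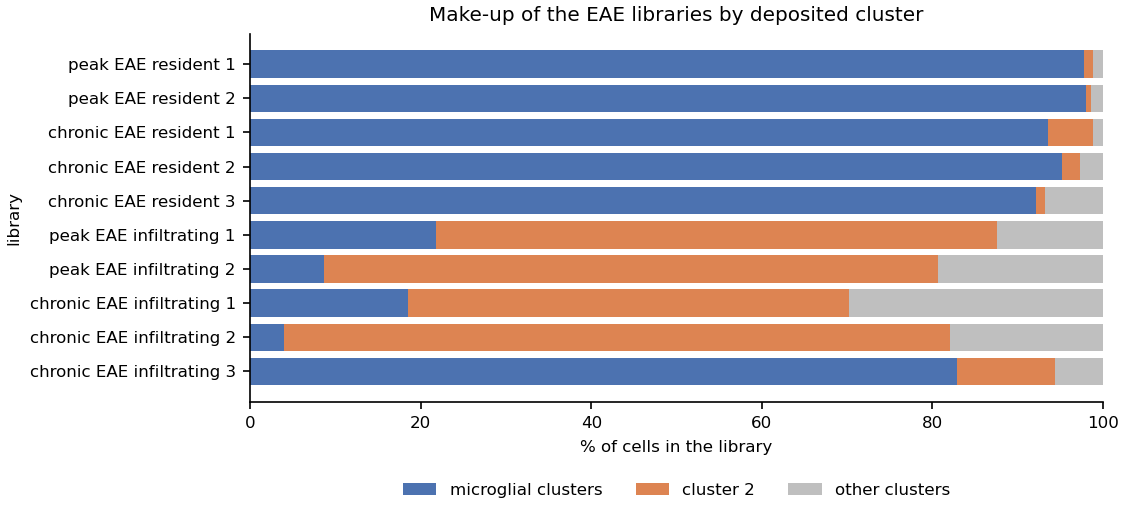
Percent of cells of each EAE library in the microglial clusters, in cluster 2 and in the other clusters. Chronic infiltrating 3 holds 82.9% microglial-cluster cells, and the other 4 infiltrating libraries hold 3.95% to 21.8%.

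By camera 15 of 33 lists were higher and 1 lower, none with an estimated correlation (smallest adjusted p 0.393) and none by fry. The nuclear-encoded complex I median was 0.57 with 0 genes called (camera adjusted p = 5.91e-06, but 0.512 with an estimated correlation), 0.49 within batch 3 and 0.67 within batch 12, and the mitochondrially encoded one -0.03. Complexes III (0.54), IV (0.61) and V (0.70), glycolysis (0.68), antioxidant genes (0.92), MHC class II (1.59), handling genes (0.81) and the markers of monocytes (4.35), macrophages (2.96), CNS-associated macrophages (2.74) and dendritic cells (3.56) were higher, and the homeostatic list lower (-1.48). Complex III (0.25) and glycolysis (0.23) lost the call without chronic infiltrating 2. Interferon response (0.81) reversed without chronic infiltrating 2 (-0.25) and was not called without chronic resident 1 (0.52), cholesterol synthesis (0.36) was not called without chronic infiltrating 1 (0.35), and T and NK cell markers (0.44) turned to -0.27 without chronic infiltrating 1 and -0.02 without chronic resident 1. Within batch 3 these last stood at -0.69 and within batch 12 at 3.59, and with batch as a term they were not called (0.45). Disease-associated (-0.16), complex II (0.32), the tricarboxylic acid cycle (0.28), MHC class I (0.12), cytokines and chemokines (0.46), inflammasome (0.07, mean -0.07), mitophagy (0.17), cholesterol storage and export (0.24), lysosome (-0.14), complement (-0.55), proliferation (0.08) and the markers of neutrophils (2.04), B cells (-0.34), oligodendrocytes (0.47), red blood cells (0.38), and astrocytes, neurons and endothelium (0.68) were not called.

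Of 16450 genes 236 were higher and 0 lower by edgeR, while DESeq2 called 711 higher and 29 lower and 2506 had an unadjusted p under 0.05. None passed with batch as a term, where Ccr2 (4.71), Plbd1 (5.20), Gpr141 (5.02), Klra2 (4.56), Sirpb1c (4.54), Clec12a (3.98) and Cybb (1.90) had folds close to those above. With only the 6 libraries compared none passed either, with Ccr2 at 4.80 and Clec12a at 4.14. The count was 0 without chronic resident 1 or 3, 12 without chronic resident 2, 40 without chronic infiltrating 1, 56 without chronic infiltrating 2, 145 without control 2, 136 without control 3 and 2333 without chronic infiltrating 3. Over all libraries it was far higher without the count filter and lower with cells thinned to equal UMIs. The 14 named genes called were all called without chronic infiltrating 3 and none of them without chronic resident 1 or 3. Without chronic resident 2, 3 of them were called, without chronic infiltrating 1 and 2 it was 4 and 6, without control 3 it was 7 and without control 1 or 2 it was 10.

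Between the stages within the infiltrating sort, 4 genes were higher in chronic EAE and 2 lower (edgeR, 3 and 2 libraries; 811 by DESeq2, 2752 at an unadjusted p under 0.05). Fcrls was higher by 5.21 ± 0.77 (edgeR adjusted p = 0.0327) and Bhlhe41, a transcription factor gene, by 4.10 ± 0.48, from 11.2 ± 0.574 to 192 ± 92.5 CPM. Saa3, an acute phase gene (chromosome 7, 46711998 to 46715700), was lower by -3.67 ± 0.47, from 632 ± 187 to 49.5 ± 17.5 CPM. The other 3, chosen after their values were seen, were Il4i1 (2.12 ± 0.28), Prxl2a (2.37 ± 0.27) and Nrg2 (-2.29 ± 0.31). Cst7 (4.10) and Siglech (3.23) were not called. The count was 0 without either peak infiltrating library, and 5 of the 6 genes were called without chronic resident 1, chronic resident 3 or any 1 control. It was 16 without chronic infiltrating 1 and 1339 without chronic infiltrating 2. No batch held both stages, and none passed with batch as a term, where Fcrls was 4.83, Bhlhe41 4.04, Saa3 -4.61, Il4i1 1.43, Prxl2a 2.03 and Nrg2 -2.23. None passed with only the libraries compared, with Bhlhe41 at 4.11. With only cells of cluster 2, an alternative chosen after seeing the data, 4 genes passed. Of the 6 genes Bhlhe41 and Prxl2a kept their calls, and Fcrls (4.42), Saa3 (-2.71), Il4i1 (1.61) and Nrg2, each with a smaller change, did not.

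By camera 6 lists were higher in chronic infiltrating libraries and 6 lower, none with an estimated correlation (smallest adjusted p 0.127). The homeostatic (2.77), disease-associated (1.23), nuclear-encoded complex I (0.22, adjusted p = 0.815 with an estimated correlation), B cell (1.88), oligodendrocyte (1.16) and red blood cell (3.24) lists were higher. Glycolysis (-0.59), interferon response (-0.45), MHC class I (-0.69), inflammasome (-0.24), cholesterol synthesis (-0.54) and monocyte markers (-1.58) were lower. With only cells of cluster 2, glycolysis and the oligodendrocyte list lost their calls, and the B cell and red blood cell lists could not be tested, while complexes III, IV and V and lysosome were called as well. The complex I median turned to -0.13 without chronic infiltrating 2, -0.24 without peak infiltrating 2 and -0.28 with batch as a term. Glycolysis turned to 0.35 without peak infiltrating 1, and monocyte markers to 0.63 with batch as a term. Cholesterol synthesis (-0.14), B cell markers (1.71) and red blood cell genes (0.75) were not called with that term either. The homeostatic and disease-associated calls were kept without any 1 library, and with batch as a term the homeostatic median was 2.49 (camera adjusted p = 0.00985). Clusters 0 and 1 held 0 cells in both peak infiltrating libraries and 5.79%, 0.255% and 40.9% of the cells in chronic infiltrating 1, 2 and 3, so make-up moves with this list. Without chronic infiltrating 1, MHC class I (-0.50), glycolysis (-0.28), inflammasome (-0.30), interferon response (-0.06), oligodendrocyte markers (1.19) and red blood cell genes (3.08) were not called. Without peak infiltrating 1, MHC class I (-0.26), inflammasome (-0.40), interferon response (-0.19), cholesterol synthesis (-0.27), monocyte markers (-0.82) and red blood cell genes (6.74) were not. Without chronic infiltrating 2 the same held for inflammasome (-0.38) and red blood cell genes (3.45), and without chronic infiltrating 3 for interferon response (-0.07) and monocyte markers (-1.05). Without peak infiltrating 2 it held for inflammasome (-0.05), B cell markers (1.15) and oligodendrocyte markers (0.68). Inflammasome was also lost without chronic resident 1 (-0.28), chronic resident 2 or 3 (-0.24 each) and control 1 or 3 (-0.24 each), and the red blood cell list could not be tested without chronic infiltrating 3, chronic resident 2 or control 2.

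Whether the change from the peak to the chronic stage differed between infiltrating and resident cells was tested as an interaction. Egln3, an oxygen sensor gene (chromosome 12, 54178981 to 54203860), was the only gene called of the 16450 that passed the count filter (-4.45 ± 0.52, edgeR adjusted p = 0.0172, chosen after its value was seen). DESeq2 called 137, and 1652 had an unadjusted p under 0.05. Without the count filter edgeR called many more genes. Egln3 was not called without chronic infiltrating 3, peak infiltrating 1 or peak resident 2. The counts were 351 without chronic infiltrating 2, 3 without peak infiltrating 2 and 2 without peak resident 1. In microglia Egln3 rose by 2.90 from the peak to the chronic stage (edgeR adjusted p = 0.00311), and in the infiltrating sort its change was -1.71 (edgeR adjusted p = 0.0861). None passed with batch as a term, and none with only the libraries compared, although the fold of Egln3 stayed close to the one above in both. By camera 2 lists differed upward and 5 downward, none with an estimated correlation (smallest adjusted p 0.0958). All of these lists kept their calls with batch as a term. Homeostatic (1.59) and proliferation (1.02) genes differed upward, and glycolysis (-1.21), cholesterol synthesis (-0.93), and the markers of macrophages (-3.22), of T and NK cells (-2.80) and of astrocytes, neurons and endothelium (-3.19) downward. The homeostatic list was not called without chronic infiltrating 1 (1.93), chronic infiltrating 3 (0.54), chronic resident 2 (1.62), chronic resident 3 (1.65), control 2 (1.60), peak infiltrating 2 (2.06) or peak resident 2 (1.60). The macrophage list was not without chronic infiltrating 1 (-2.86), chronic resident 2 (-2.66), chronic resident 3 (-2.95), control 2 (-3.21), control 3 (-3.22), peak infiltrating 2 (-3.70) or peak resident 2 (-3.42), and the T and NK cell list was not without chronic infiltrating 3 (-2.51), chronic resident 3 (-1.86) or peak infiltrating 2 (-2.60).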

Values the study reported

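The study reported a projection of 22,148 cells, of which 6,205 came from control, 3,648 from acute and 12,295 from chronic EAE, and 13 clusters. Homeostatic-like microglia made up 91% of isolated cells in control mice, less than 1% in acute EAE and 36% in chronic EAE. Clusters of disease-associated microglia held 8%, 46% and 48% of cells in the same order. Cluster 4 made up 6%, 23% and 29% of disease-associated microglia in control, acute and chronic EAE.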

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

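The tests of nuclear RNA in cluster 4, of a library swap and without the cells of cluster 4 were chosen only after the result was seen, the last with its bounds set before its own value was known. A first form of the swap test, on the highest cluster 2 share in a chronic resident library (5.34%), decided nothing and was replaced.

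For 1 gene by edgeR and 7 gene lists by camera with its preset correlation, the change from the peak to the chronic stage differed between infiltrating and resident libraries, by a test of the difference itself. Egln3, an oxygen sensor gene, differed by -4.45 on the log2 scale, and was not called with the batch term or with only the libraries compared, where its fold stayed close to this one. The list medians differed by 1.59 for homeostatic microglia, 1.02 for proliferation, -1.21 for glycolysis, -0.93 for cholesterol synthesis, and -3.22, -2.80 and -3.19 for the markers of macrophages, of T and NK cells, and of astrocytes, neurons and endothelium. With an estimated correlation 0 of these lists were called (smallest adjusted p 0.0958), and fry called 1 list. The infiltrating libraries differ in make-up, so the difference cannot be told apart from that. The stages differ in flow cell batch. In chronic EAE the sorts shared their batches, but at the peak only peak infiltrating 2 shared batch 10 with the resident libraries. Peak infiltrating 1 was in batch 1, so the difference between the sorts at the peak is in part also one between batches. With batch as a term all 7 lists kept their calls by camera with its preset correlation.

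Respiratory chain lists were higher in cluster 4 than in the other DAM clusters, with a nuclear-encoded complex I median of 1.80. By camera with an estimated correlation none was called (smallest adjusted p 0.381). Thinning cells to 1500 UMIs gave 1.59, but keeps each cell's composition, so it cannot test fewer UMIs per cell as the cause. Short and abundant transcripts rise in cluster 4 in general, with a median of 1.36 over 10000 random lists matched on gene span and expression, and complex I lay at percentile 100 of these (95th percentile 1.56). Of 7 nuclear-retained RNAs (median -4.74), 6 were lower (-3.04 to -4.98). Meg3, at 4.62 to 33.5 CPM in cluster 4, rose by 1.57. Less nuclear RNA per cell and a biological difference of cluster 4 both stay open as causes and were not tested apart.

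Nuclear-encoded complex I genes were higher in chronic EAE microglia than in control (median 0.92). The list was called by camera with its preset correlation, but not with an estimated correlation or by fry. Cells of cluster 4 are not the whole cause, as the median was 0.74 without them. Nor are short and abundant transcripts, since the median lay at percentile 100 of matched random lists, whose median was 0.38 (95th percentile 0.61). With flow cell batch as a term the median was 0.26, but this fit compares only chronic resident 1, the lowest chronic library (0.57), with control 3, and chronic resident 2 and 3 (1.10 and 1.15) add nothing to it, so it decides neither for nor against batch. Batch and the stage of disease both stay open.

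Chronic infiltrating 3 had 82.9% of its cells in microglial clusters, against 18.5% and 3.95% in chronic infiltrating 1 and 2. A swap with a chronic resident library is not borne out, because each of these held at least 92.2% microglial-cluster cells. Among its cells outside the microglial clusters, cluster 2 made up 67.2%, between the 63.4% and 81.3% of chronic infiltrating 1 and 2, which is consistent with resident microglia among the sorted infiltrating cells, although that sort took cells without the red reporter and should have left resident microglia out. The same share was 82.7%, 44.1% and 12.7% in the chronic resident libraries, so it does not separate the sorts sharply. No biological explanation was tested.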

How the results depend on the processing

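The alternatives without the cells of cluster 4, with only cells of cluster 2 and with crossed peak numbers were chosen only after the result was seen, and the cause of a change was not tested unless stated. Of the 198 values of named genes, none reversed in any alternative; 190 were called, and RLE factors and the removal of doublets kept all 190, DESeq2 184, no count filter 185. Of 189 called genes that thinned cells could test, 169 stayed called, and of 149 that the batch term could test, 59. A sign change in a list called in neither setting was not counted as a reversal. Of 121 called lists, RLE factors kept 118 and fry 58, and doublet removal kept 117 of 119. Cluster 4 against control could not be run, as too few libraries had 10 cells, the batch term could not be fitted within cluster 4, where no batch held both stages, and 1 peak library with fewer than 10 homeostatic cells was left out of the comparison of cluster 4 with clusters 0 and 1.

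DESeq2 gave 740 genes between the sorts in chronic EAE, 811 between stages in the infiltrating sort and 137 for the difference. Cells thinned to equal UMIs gave 2616 genes in microglia at the peak, 1050 between stages, 1119 and 104 between the sorts at the peak and in chronic EAE, 27 between stages of the infiltrating sort and 272 in cluster 4, and a mitochondrially encoded complex I median of -0.97, then called, between stages in microglia. No count filter, which tests more genes, gave 4078 between stages in microglia, 1645 between the sorts in chronic EAE, 1410 between stages of the infiltrating sort, 898 for the difference and 1067 in cluster 4. Only the libraries compared gave 0 between the sorts in chronic EAE, 0 between stages of the infiltrating sort and 0 for the difference, where edgeR had 236, 6 and 1, unadjusted p under 0.05 had 2506, 2752 and 1652, and DESeq2 740, 811 and 137. Only myeloid cells gave 401 between the sorts in chronic EAE and 2 for the difference.

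The numbers of the labels were not taken to pair the libraries, since not every library correlated with its own number. Across genes, which are not independent replicates, chronic infiltrating and resident libraries 1 and 2 correlated best with their own number (0.614 and 0.621) and 3 did not (-0.0386), and chronic resident and control libraries did in 0 of 3 numbers. Where groups share only numbers 1 and 2, chronic and peak resident microglia correlated best with their own number (0.293 and 0.279), and peak infiltrating and resident libraries at -0.719 with their own and 0.719 with the other. A replicate block gave 930 genes between stages in microglia (2662 without it), 1962 and 140 between the sorts at the peak and in chronic EAE, 3 between stages of the infiltrating sort and 2 for the difference. With the peak numbers crossed, 4504 genes and 15 lists were called between the sorts at the peak.

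With flow cell batch as a term, which leaves single control libraries in microglia, 2667, 363 and 19 genes passed in microglia (peak and chronic against control, and between stages), 803 between the sorts at the peak, and 0 between the sorts in chronic EAE, between stages of the infiltrating sort and for the difference. Lists called between stages in microglia rose to 13, and medians reversed there for nuclear-encoded complex I (-0.40), complex III (-0.42), glycolysis (-0.43), the tricarboxylic acid cycle (-0.38), cytokines and chemokines (-0.32) and antioxidant genes (-0.86). In the infiltrating sort nuclear-encoded complex I (-0.28), mitochondrially encoded complex I (0.43) and monocyte markers (0.63) reversed.

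With an estimated correlation 0 lists were called in each of the 9 comparisons, so the complex I medians in microglia of 0.37, 0.92 and 0.60 (nuclear-encoded), 1.05 and 0.59 (mitochondrially encoded), those of cluster 4 against DAM (1.80 and 1.57) and that of cluster 4 between stages (-0.64) were not called. Fry called 3 lists between stages in microglia, 8 and 0 between the sorts at the peak and in chronic EAE, 2 between stages of the infiltrating sort, 1 for the difference and 2 in cluster 4, and not the nuclear-encoded lists of microglia (0.37, 0.92, 0.60) or the mitochondrially encoded one of cluster 4 (-0.64). Without the cells of cluster 4 nuclear-encoded complex I at the peak (0.11) and mitochondrially encoded complex I in chronic EAE against control (0.42) were not called. For cluster shares, TMM factors over clusters called 4 at the peak against control, and limma on logit shares 1 between stages.

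Leaving out each library in turn gave 2168 to 5037 genes in microglia at the peak against control, 1262 to 4238 in chronic EAE against control and 290 to 4044 between stages. Between the sorts it gave 632 to 4348 at the peak and 0 to 2333 in chronic EAE, between stages of the infiltrating sort 0 to 1339, for the difference 0 to 351, in cluster 4 57 to 1612 and in cluster 4 against DAM 8416 to 8810. Clusters called were 5 to 10, 5 to 7 and 0 to 3. Lists called were 13 to 21, 18 to 20 and 7 to 10 in microglia, 11 to 15 and 16 to 20 between the sorts, 9 to 14 in the infiltrating sort, 5 to 10 for the difference, 7 to 10 in cluster 4 and 16 to 18 against DAM. Nuclear-encoded complex I ranged from -0.17 to 0.75 at the peak, 0.82 to 1.13 in chronic EAE against control, 0.15 to 1.10 between stages, 0.03 to 0.17 in cluster 4 and 1.61 to 1.91 against DAM. The mitochondrially encoded list ranged from 0.99 to 1.27, 0.46 to 0.73, -0.85 to -0.67, -1.01 to -0.45 and 1.47 to 1.73. Other lists that reversed were, between the sorts in chronic EAE, interferon response (-0.25 without chronic infiltrating 2, otherwise up to 1.36), proliferation (-0.19 without chronic resident 1, over all libraries -0.24 to 0.45) and T and NK cell markers (-0.27 without chronic infiltrating 1, -0.02 without chronic resident 1, otherwise up to 1.43), and in the infiltrating sort nuclear-encoded complex I (-0.13 without chronic infiltrating 2, -0.24 without peak infiltrating 2, otherwise up to 0.99) and glycolysis (0.35 without peak infiltrating 1, otherwise down to -1.21). A group left with 1 library is assumed to vary like the others.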

Other observations

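The nuclear-retained RNAs of cluster 4 were tested only after the result was seen. Deposited cluster 2 made up 68.9% ± 4.36 (SD, n = 2) of the cells of infiltrating libraries at the peak and 47.1% ± 33.5 (n = 3) in chronic EAE (11.5% in chronic infiltrating 3), against 0.811% ± 0.324 and 2.81% ± 2.26 in the resident libraries. Cluster 6 made up 8.44% ± 3.05 and 5.57% ± 3.48 and cluster 9 5.67% ± 2.06 and 7.62% ± 5.36 of the infiltrating libraries. DAM clusters made up 15.2% ± 9.32 of them at the peak and 3.69% to 41.9% in chronic EAE, and cluster 4 was 28.8% ± 13.6 and 29.5% ± 7.58 of these DAM cells. Clusters were built on the same expression values, so the shares restate expression.

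In cluster 4 against the other DAM clusters of the same libraries, the nuclear-retained RNAs Xist (-4.98 ± 0.26), Malat1 (-4.89 ± 0.28), Tsix (-4.87 ± 0.49), Kcnq1ot1 (-4.74 ± 0.31), Firre (-3.19 ± 0.36) and Neat1 (-3.04 ± 0.23) were lower and Meg3 (1.57 ± 0.25) higher, by edgeR in 5 libraries. Cells of cluster 4 made up 2842 of the 29310, with a median mitochondrial share of 0.693%.

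Xist stood at 132 to 2117 CPM in the 13 libraries, and 4 Y-linked genes had 0 to 6 UMIs together in each. The study describes controls of both sexes.

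The 6 libraries were split in 10 ways within the models of all 8 resident and all 13 libraries. Only the real grouping gave 2702 genes in chronic EAE against control microglia, and only the real grouping gave 236 between the sorts in chronic EAE, with 0 in every other split of either. With 10 splits a share under 0.05 cannot be reached.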
